A study of Mus musculus with 2 samples. Its data were reported in "p16Ink4a‐Positive Hepatocytes Drive Liver Fibrosis Through Activation of LIFR Family Pathway" (2026).

How the data were processed

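Single-cell RNA was measured in hepatic stellate cells (HSCs), the collagen-producing mesenchymal cells of the liver, isolated from male mice by enzymatic digestion and a density gradient after 4 weeks of carbon tetrachloride (CCl4). There were 2 libraries, 1 per genotype. In p16-Alb-LRTD mice, hepatocytes with high p16 expression carry the diphtheria toxin receptor and were eliminated with the toxin. The p16-LRTD mice lack the hepatocyte-specific recombinase and served as the control genotype. How many mice went into each library is not stated, so the spread between mice is unknown.

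The authors deposited raw UMI counts per gene and barcode, made with CellRanger 7.0.1 and the mm10 genome from 10x 3' v3.1 libraries. The files list 31054 features, of which 31011 were matched by identifier to GENCODE vM21 (GRCm38), the source of the coordinates given here. Counting at the 3' end cannot separate the 2 products of Cdkn2a, and reads of near-identical or overlapping genes may be split between them.

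Everything from there on was computed here from the deposited counts. After the methods of the study, barcodes with a mitochondrial share above 5%, fewer than 2000 or more than 7000 genes, or more than 50000 UMIs were left out. The mitochondrial limit applied to 1172 barcodes of p16-LRTD and 685 of p16-Alb-LRTD, and the lower gene limit to 1271 and 827. Counts were log-normalised in Seurat 5.3.0 (R 4.3.3), and the libraries were integrated by reciprocal PCA on 2000 variable genes and 30 dimensions, with Louvain clusters at resolution 0.5. Scrublet, run through Scanpy 1.11.5, called 1 of 10288 and 0 of 8245 barcodes as doublets, so it had not worked, and the main setting relies on the upper limits alone.

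Clusters were named from marker lists fixed before the data were examined. The rule that turns markers into names was not fixed, and 5 rules were tried after cluster contents and the cell numbers per genotype had been seen. The kept one, rule 4, scores each type by the mean of its markers' CPM as a share of their highest cluster CPM, and asks for a score of at least 0.3, with a margin of 0.3 over any other type that reaches that score. A name is removed when the top 10 genes by fold over clusters of other types hold more markers of another type than of its own. Types other than HSC-like also need a marker of their own among those genes, a demand from which HSC-like clusters were exempt. Rules 2 and 3 left cluster 3, the cluster with the highest collagen expression, unnamed. Rule 4 was preferred in part because it keeps that cluster among the HSC-like cells, and this choice bears on the collagen comparison. Rule 5 was written after rule 4 had dropped that cluster, or proliferating cells, in several alternatives, and is used only as a further alternative. Under rule 4, 5 of the 6 HSC-like clusters have no HSC marker among their top 10 genes and rest on the marker score alone. Set against all other clusters, the top genes of cluster 3 include Dpt, a portal fibroblast marker, and those of sub-cluster 3 include Dpt and the mesothelial marker Wt1, so that their HSC-like name is uncertain. Cluster 2 and sub-cluster 1 have Myh11, a vascular smooth muscle marker, among their top genes, and their name is uncertain too. The naming rule did not count Myh11 against cluster 2. Values are therefore given by cluster or sub-cluster number as well.

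HSC-like cells were clustered again after the activation, quiescence, zonation, LIFR and stress lists had been taken out of the variable genes. Sub-clusters carry numbers and no names. The study's own activation states were not used here.

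With 1 library per genotype no test was possible, and no p-value is given. Counts were summed over the cells of a type in each library and expressed as CPM, counts scaled to a common total, of that sum. Intervals are 95% exact Poisson intervals for counts, exact conditional intervals for ratios and Clopper-Pearson intervals for shares. All cover counting error only, neither the spread between mice nor that between library preparations. A gene list is described by the median log2 ratio of its members with at least 5 CPM on average, and by the percentile of that median among 10000 random lists matched on mean expression. For shares of cells with a UMI and for the activation score, each cell was thinned without replacement to 5000 UMIs. This left out 16 shallower HSC-like cells of p16-LRTD and 8 of p16-Alb-LRTD. The activation score is the mean log-normalised value of the activation list minus that of the quiescence list.

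Beyond the fixed lists, genes are named by a rule of size set before the data were examined. It takes the 8 largest and the 8 smallest ratios among genes with at least 50 CPM in a library and the same direction in every HSC-like sub-cluster with at least 100 cells per library. Mitochondrial, ribosomal, haemoglobin, hepatocyte-list and sex-linked genes are left out. Of 3724 genes at that level, 1757 kept 1 direction in the 6 sub-clusters that qualified.

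The ratio intervals and list percentiles were tested on simulated data. Counts for 10180 genes were drawn at the depth of the HSC-like comparison, with 200 genes changed by known folds. The intervals held the true ratio for 95.2% of genes. Of 200 lists of unchanged genes, 6% fell outside the central 95% of the random lists. Alternatives covered the cell filters, doublets, integration, resolution, scaling (including TMM from edgeR 4.0.16), weighting of cells, depth and thinning. TMM and median-of-ratios scaling raised every log2 ratio by 0.04 and 0.05.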

Results

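The data comprised 1 library of p16-LRTD and 1 of p16-Alb-LRTD HSCs. The p16-LRTD library held 11149 barcodes and 193746596 UMIs, with a median of 16189 UMIs and 4558 genes per barcode. The p16-Alb-LRTD library held 8806 barcodes and 162219167 UMIs, with medians of 17569 and 4667. After filtering, 9004 and 7416 cells remained, with median depths of 17177 and 18273 UMIs. There were no replicates, so each difference below is one between 2 libraries and has no replicate check.

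Cdkn2a, the gene whose promoter drives the elimination, was examined first. It lies on chromosome 4 from 89274471 to 89294653 (GRCm38). In HSC-like cells its level was 6.16 CPM (95% interval 5.76 to 6.58) in p16-LRTD and 4.62 CPM (4.25 to 5.02) in p16-Alb-LRTD, a log2 ratio of -0.41 (-0.57 to -0.26). This ratio moved most, to -0.18, when the cells with the highest doublet scores were removed and the naming rule left out the proliferating cells as well. With those cells named HSC-like by rule 5 it was -0.39, and without the proliferating cluster 8 alone it was -0.21. In endothelial-like cells Cdkn2a reached 21.2 CPM (17.8 to 25.0) and 13.2 CPM (9.95 to 17.2), and in Kupffer-like cells 29.5 CPM (25.9 to 33.4) and 27.5 CPM (23.2 to 32.3). The elimination was aimed at hepatocytes with high p16 expression and not at the gene itself, and hepatocytes were not isolated for these libraries. After thinning to 5000 UMIs, 2.66% of HSC-like cells of p16-LRTD (2.31 to 3.04) and 2.32% of p16-Alb-LRTD (1.97 to 2.71) had a Cdkn2a UMI, with overlapping intervals. The thinned shares were higher in endothelial-like cells, at 9.57% and 5.86%, and in Kupffer-like cells, at 10.6% and 8.61%. The paper cites p16-positive macrophages and endothelial cells in CCl4 injury, so these types are no free-RNA background for this gene. Whether the HSC-like share is expression cannot be told from them. In sub-cluster 6, led by Stmn1 and Top2a, Cdkn2a reached 27.3 CPM (23.3 to 31.8) in p16-LRTD and 19.7 CPM (11.5 to 31.5) in p16-Alb-LRTD. Without thinning the HSC-like shares were 9.05% and 7.61%.

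Most kept cells were HSC-like. They made up 87.2% (86.4 to 87.8) of p16-LRTD and 89.1% (88.4 to 89.8) of p16-Alb-LRTD. The share moved most without upper limits on genes and UMIs, to 71.9% and 73.9%, where the naming rule left out 2338 cells, 2080 of them from cluster 3, which has the highest collagen expression. Endothelial-like cells made up 5.00% (4.56 to 5.47) and 3.91% (3.48 to 4.38), and Kupffer-like cells 4.13% (3.73 to 4.56) and 2.83% (2.47 to 3.24). Unnamed clusters held 3.58% and 3.90%. As HSCs had been purified, these shares describe the preparations.

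Whether eliminating p16-high hepatocytes goes with lower activation of HSCs was asked from 12 activation genes and 10 quiescence genes. Of the activation genes, 11 were lower in p16-Alb-LRTD and 1, Mmp2, was higher. The median log2 ratio was -1.16, at percentile 0 of the random lists. It moved most, to -0.82, without cluster 3, which is the membership given by naming rules 2 and 3. Col1a1 (chromosome 11, 94936224 to 94953042) fell from 2026 CPM (2018 to 2033) to 507 CPM (503 to 511), a log2 ratio of -2.00 (-2.01 to -1.99). Col3a1 fell from 4141 to 1345 CPM and Col1a2 from 2377 to 1007 CPM. Acta2 (chromosome 19, 34241090 to 34255590) was low in both libraries, at 54.0 CPM (52.8 to 55.2) and 13.2 CPM (12.6 to 13.9). Mmp2 rose from 154.8 to 176.2 CPM.

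The quiescence genes showed no common direction. The median log2 ratio was -0.08, at percentile 17.5 of the random lists, with 5 genes higher and 5 lower. Hgf (log2 ratio 0.43), Ecm1 (0.23) and Lrat (0.22) were higher in p16-Alb-LRTD, while Pth1r (-0.48) and Ngfr (-0.45) were lower.

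**Figure D1:**
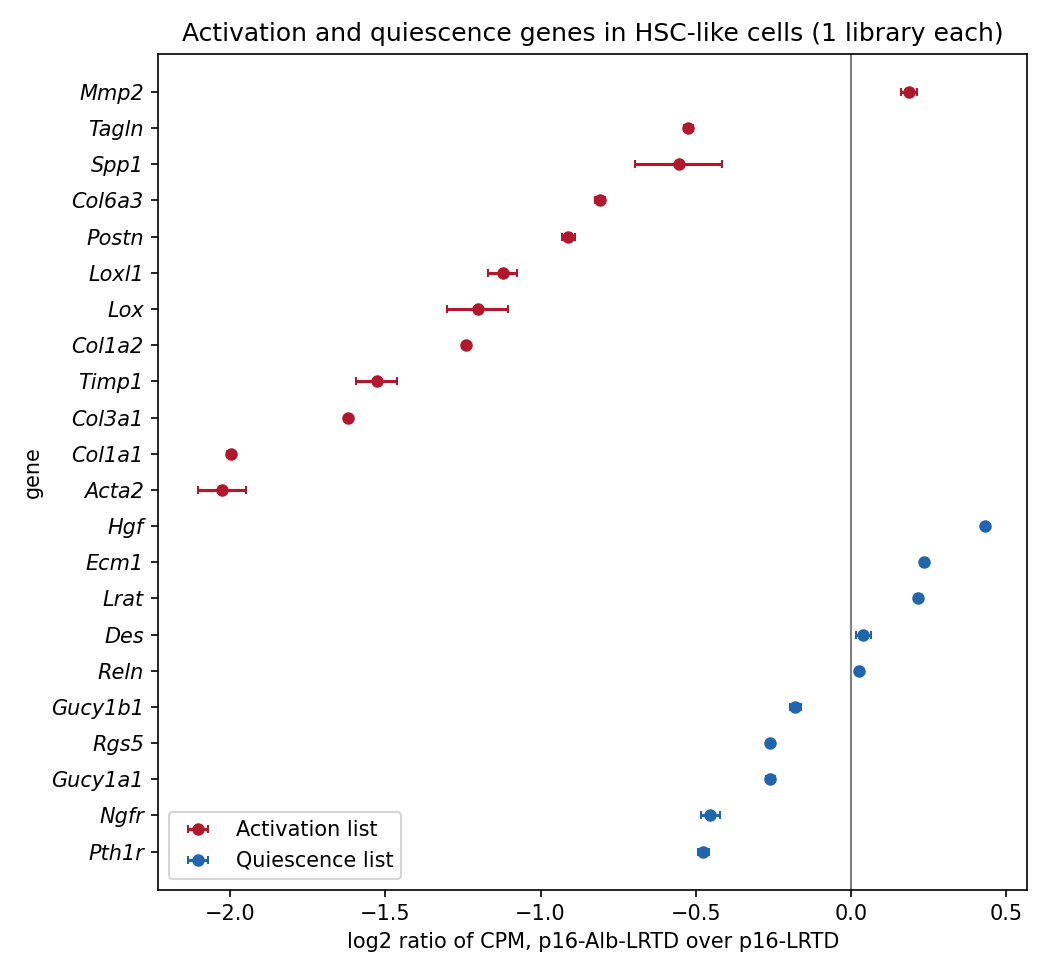
Log2 ratio of CPM in HSC-like cells, p16-Alb-LRTD over p16-LRTD, for each gene of the activation and quiescence lists (1 library per genotype). Points are ratios and bars 95% intervals that cover counting error only; 11 of 12 activation genes lie below 0, and the quiescence genes lie on both sides.

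The ratio of Col1a1 differed among HSC-like sub-clusters. In sub-clusters 2, 3, 4 and 5 the log2 ratio of Col1a1 lay between -2.04 and -1.92. In sub-cluster 0 it was -1.24 (-1.28 to -1.20), and in sub-cluster 1 it was -0.21 (-0.28 to -0.14). Sub-cluster 1 had Col1a1 at 139.8 and 120.8 CPM, beside 163.2 and 33.8 CPM in Kupffer-like and 30.9 and 9.61 CPM in endothelial-like cells. Its p16-LRTD level was thus not above that of Kupffer-like cells, and its ratio does not show how far expression changed there. Of these 6, sub-cluster 3 had the highest Col1a1 level, with Col1a1 at 7643 CPM in p16-LRTD and 2015 CPM in p16-Alb-LRTD. Its activation list had a median log2 ratio of -1.56 and its quiescence list one of 0.04, at percentile 62.5. In sub-cluster 1 the activation list had a median of -0.19. Among the clusters of all cells, cluster 3 held 64.2% of the Col1a1 UMIs of p16-LRTD HSC-like cells, and its Col1a1 log2 ratio was -1.97 (-1.99 to -1.96). The HSC-like names of clusters 3 and 2 are uncertain, as Dpt is among the top genes of cluster 3 and Myh11 among those of cluster 2. In cluster 2 the ratio was -0.03 (-0.10 to 0.05), a difference not detectable at this depth, and its p16-LRTD level of 146.6 CPM was likewise not above that of Kupffer-like cells.

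**Figure D2:**
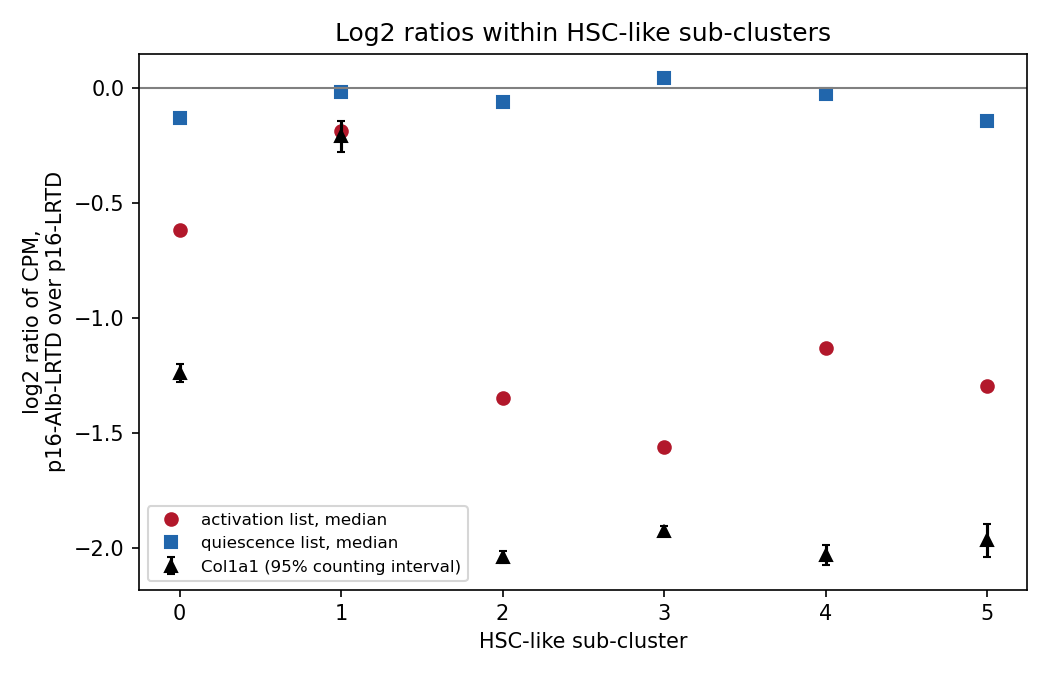
Log2 ratio of CPM, p16-Alb-LRTD over p16-LRTD, within each HSC-like sub-cluster of at least 100 cells per library. Circles are the median of the activation list, squares that of the quiescence list and triangles Col1a1 with its 95% counting interval; Col1a1 lies near -2.0 in sub-clusters 2 to 5 and at -0.21 in sub-cluster 1.

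With both libraries given the pooled sub-cluster shares, the log2 ratio of Col1a1 was -1.81 and the activation median -0.97, beside the raw values of -2.00 and -1.16. The quiescence median was -0.10 beside -0.08.

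After thinning to 5000 UMIs, 69.2% of HSC-like cells of p16-LRTD (68.1 to 70.2) and 60.4% of p16-Alb-LRTD (59.2 to 61.6) had a Col1a1 UMI. Without thinning the shares were 83.5% and 82.2%, at median depths of 17030 and 18128 UMIs. In Kupffer-like cells, taken as the free-RNA background, the thinned shares were 17.2% (13.5 to 21.4) and 9.09% (5.56 to 13.8), at median depths of 20624 and 24965 UMIs. The median activation score was -1.20 (SD across cells 0.78) in p16-LRTD and -1.27 (SD 0.55) in p16-Alb-LRTD. The difference of -0.07 was small beside the SD, and 52.2% (51.1 to 53.4) and 47.3% (46.1 to 48.6) of cells lay above the pooled median. Without Col1a1, Col1a2 and Col3a1 the difference was -0.015. In sub-cluster 3 the medians were 0.33 and -0.22. The difference of medians was -0.034 in sub-cluster 0 and -0.005 in sub-cluster 1. In sub-clusters 2, 3, 4 and 5 it was -0.45, -0.55, -0.21 and -0.48. Over HSC-like cells without cluster 2 the difference was -0.24, so the value of -0.07 depends on which cells are pooled.

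Receptors and ligands of the LIFR family were compared because the study linked this pathway to signals from hepatocytes. Lifr (chromosome 15, 7090614 to 7197489) was at 554.5 CPM (550.7 to 558.4) in HSC-like cells of p16-LRTD and 455.0 CPM (451.2 to 458.7) in p16-Alb-LRTD, a log2 ratio of -0.29 (-0.30 to -0.27). The ratio lay between -0.31 and -0.22 in sub-clusters 0, 1, 2 and 4, but was 0.06 in sub-cluster 3, -0.05 (-0.16 to 0.07) in sub-cluster 5, and 0.04 with an interval over 0 in cluster 3. Il6st changed little, with a log2 ratio of -0.04 (-0.05 to -0.02) that is about 0 after the scaling shifts, and Osmr was higher (0.42, 0.37 to 0.46). In endothelial-like cells Lifr went the other way, from 706.8 CPM (686.6 to 727.4) to 1047 CPM (1016 to 1078), and in cluster 5, the larger of the 2 endothelial-like clusters, from 786.1 to 1069 CPM. None of 8 ligands reached the minimum of 5 CPM in HSC-like cells. Of 9 STAT3 target genes, 7 passed the expression minimum in HSC-like cells and all 7 had a ratio above 1. Their median log2 ratio was 0.30 at percentile 99.5, and the intervals of Bcl3 and Steap4 included 0. The list median was also above 0 in endothelial-like cells (0.37, percentile 99.7), with 4 genes higher and 3 lower. In Kupffer-like cells it was 0.32 (percentile 98.9), with 5 genes higher and 2 lower. The rise was thus not particular to HSC-like cells. Cebpd, the largest rise of the list there (1.18), is also a gene of the glucocorticoid-response list below. The dissociation stress list rose in HSC-like, endothelial-like and Kupffer-like cells too (medians 0.56, 0.78 and 0.34). The STAT3 list therefore cannot separate LIFR signalling from these responses. Under the minimum in HSC-like cells, Saa3 was higher (0.42) and Lcn2 lower (-1.88).

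Proliferation genes were lower in HSC-like cells of p16-Alb-LRTD, with a median log2 ratio of -2.61 over 9 genes at percentile 0. The list was also lower in Kupffer-like cells (-2.34 over 7 genes, percentile 0) and endothelial-like cells (-1.39 over 2 genes, percentile 0.37). The fall was thus not particular to HSC-like cells. After thinning, 2.13% of HSC-like cells of p16-LRTD (1.82 to 2.48) and 0.454% of p16-Alb-LRTD (0.307 to 0.648) had an Mki67 UMI. Without thinning the shares were 3.87% and 2.13%. In endothelial-like cells, the thinned shares were 1.14% (0.371 to 2.64) and 0.690% (0.0836 to 2.47), and in Kupffer-like cells 4.36% (2.51 to 6.98) and 2.87% (1.06 to 6.14). The Kupffer-like share of p16-LRTD lay above the HSC-like one, so Kupffer-like cells are no free-RNA background for this gene. The HSC-like share of p16-Alb-LRTD was not above that of endothelial-like cells. The dissociation stress list, which follows cell isolation, was higher in p16-Alb-LRTD for all 12 genes, with a median log2 ratio of 0.56 at percentile 100. Cdkn1a rose from 15.9 to 41.4 CPM.

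The other fixed lists had few members or small shifts. The lists of HSCs near the central and the portal vein had medians of -0.33 (percentile 2.41) and -0.22 (percentile 5.98) over 3 genes each. The LIFR receptor list had a median of 0.04 (percentile 76.3). The hepatocyte list had 3 of 15 genes above the minimum and a median of 0.09 (percentile 87.2), which became -0.62 (percentile 0.04) with the 11 genes of at least 1 CPM. The zone 3 list had a median of 0.24 (percentile 86.6) over 2 genes. This became 0.49 (percentile 98.6) with the 3 genes of at least 1 CPM, of which 2 were higher and 1 lower. No zone 1 gene passed either minimum. The cell-cycle inhibitor list had a median of 0.49 (percentile 98.1) over 2 genes that moved in opposite directions. Xist had 9 and 10 UMIs in HSC-like cells, and Y-linked genes were detected in both libraries.

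By the rule of size, the largest rises were in Zbtb16, Ly6a, Fkbp5, Rsad2, Ampd3, Tmem100, Angptl4 and Hsph1. Zbtb16 (chromosome 9, 48654297 to 48836222) rose from 59.5 CPM (58.2 to 60.7) to 647.0 CPM (642.6 to 651.5), a log2 ratio of 3.44. The other 7 rose by log2 ratios from 1.63 to 2.48. The largest falls were in S100a6, Stmn1, Acta2, Col1a1, Adgrl3, Col3a1, Heyl and Mest. S100a6 (chromosome 3, 90612882 to 90624181) fell from 116.1 to 17.2 CPM, a log2 ratio of -2.75, and the other 7 had log2 ratios from -2.48 to -1.54. With a minimum of 20 CPM, 9 of the 16 genes were named again.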

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

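The tests in this part were chosen after the tdTomato counts had been seen, and the reading of the test on free RNA was made more cautious after its value was known. The feature list holds tdTomato, the reporter of the transgene, which no comparison above used. It had 589 UMIs over all barcodes of p16-LRTD and 1122 over those of p16-Alb-LRTD, or 3.04 and 6.92 CPM. Library size does not account for this, as the ratio of CPM was 2.28 (2.06 to 2.52). Free RNA of hepatocytes is a candidate source and stays open. The ratio of tdTomato to Alb UMIs in endothelial-like cells of p16-Alb-LRTD was 0.0773 times that in HSC-like cells (0.0412 to 0.134). The 2 genes thus did not vary together across these types. This comes mostly from Alb, at 53.6 against 7.16 CPM, in 1 library, and does not settle the source of tdTomato. Within p16-Alb-LRTD the level in endothelial-like cells was 0.578 times that in HSC-like cells (0.314 to 0.976), and in Kupffer-like cells 1.08 times (0.739 to 1.53). The lower level in endothelial-like cells rests on 14 UMIs, too few to tell apart free RNA spread evenly over the droplets from expression in some cells. A difference between the genotypes, each of which is 1 library, stays open and was not tested.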

How the results depend on the processing

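No paired analysis was possible because each genotype had 1 library. The removal of doublets called by Scrublet was not run, as almost none were called. The alternatives added after seeing the data are the removal of the highest doublet scores, the versions without cluster 3, 2 or 8, and naming rule 5. Of 181 values of 14 results, 85 moved, beyond counting error for all but 1 list percentile and the number of named genes kept. Of the 129 that can change sign, none did.

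Of 5 naming rules tried on the data, rules 2 and 3 leave out cluster 3. Without it the log2 ratio of Col1a1 was -1.63, the activation median -0.82, the quiescence median -0.11, the Lifr ratio -0.36, the shares of cells with a Col1a1 UMI 63.6% (p16-LRTD) and 55.0% (p16-Alb-LRTD), and the difference in activation score -0.032. Without cluster 2 these values were -2.11, -1.25, -0.045, -0.21, 77.6%, 64.0% and -0.24. Without cluster 8, Cdkn2a was at -0.21, Lifr at -0.31 and the quiescence median at -0.10.

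Rule 4 also changed the class when a filter changed, so these alternatives alter membership as well as the setting. With no upper limits it dropped 2338 cells that rule 5 keeps, with a mitochondrial limit of 10% 1169, without integration 989, with 1000 genes 477, at resolution 0.2 209 and without the highest doublet scores 205. In the first 3 the cells came mostly from cluster 3 (2080, 1100 and 988), since Dpt or Wt1 led it and no HSC marker did. In the last 2 they came mostly from the proliferating cluster 8 (208 and 201), and with 1000 genes from both (245 and 205). With no upper limits, Col1a1 was at -1.73, the activation median at -0.86, Lifr at -0.32, the Col1a1 shares at 64.4% and 55.0%, and the HSC-like shares at 71.9% and 73.9%. Under rule 5 the same setting gave -2.05 for Col1a1, -1.23 for the activation median, -0.26 for Lifr and -0.059 for the quiescence median. With the 10% limit the activation median was -1.08, Lifr -0.30, the Col1a1 shares 66.8% and 57.0%, and the HSC-like shares 79.8% and 80.5%. Without integration Col1a1 was at -1.98, the activation median at -1.08, the Col1a1 shares at 66.9% and 57.6%, and the HSC-like shares at 81.3% and 83.0%. There the 5 clusters of at least 1000 cells each took 92.5% to 96.9% of their cells from 1 library. With 1000 genes Cdkn2a was at -0.20, Lifr at -0.31, the quiescence median at -0.090, and the HSC-like shares at 83.5% and 85.9%. At resolution 0.2 they were -0.21, -0.31 and -0.10, with an HSC-like share of 85.0% in p16-LRTD. Without the highest doublet scores Col1a1 was at -2.03, Cdkn2a at -0.18, Lifr at -0.31, the quiescence median at -0.10, the score difference at -0.034, and in p16-LRTD the Col1a1 share at 67.2% and the HSC-like share at 86.1%. Under rule 5 Col1a1 was then at -2.02 and its share in p16-LRTD at 68.0%.

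For Col1a1, the activation median, the quiescence median and Lifr, the mean of per-cell CPM gave -1.78, -0.94, -0.14 and -0.41, equal sub-cluster shares -1.81, -0.97, -0.10 and -0.24, and cells with 10000 to 30000 UMIs -1.93, -1.05, -0.10 and -0.32. The last 2 put Cdkn2a at -0.22 and -0.24. TMM scaling gave -1.95 for Col1a1, -0.24 for Lifr and -0.033 for the quiescence median, and median-of-ratios scaling -1.95, -0.24 and -0.031. Thinned to 3000 UMIs, the Col1a1 shares were 61.7% and 49.3% and the score difference -0.12. The activation list alone gave a score difference of -0.16, and the lists without 3 collagens -0.015. The LIFR receptor list went to percentile 98.3 with a background of 1 CPM, which admits 1 more member. Named at 20 CPM, 9 of 16 genes were the same. Except where membership is given, the cause was not tested. Of Col1a1, Lifr and Cdkn2a, Cdkn2a had the fewest UMIs in HSC-like cells, 878 and 577, and the widest counting interval.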

Other observations

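In this part, the tests on sub-cluster shares, on groups of cells by stress genes, and on glucocorticoid, interferon and clock genes and Ifi208 were chosen after related results had been seen. The number of cells needed in the test on cells without stress UMIs was set after its value was known. The share of genes needed in the test on free HSC RNA was raised from over 50% to over 75% after its values were known and then put back, which changes the reading for glucocorticoid genes in Kupffer-like cells alone. The other tests were written down before their values were computed.

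Technical explanations of the lower Col1a1 in HSC-like cells were tested. Among the 12804 cells with 10000 to 30000 UMIs the log2 ratio was -1.93, and relative to the median gene it was -1.95, which argues against depth and against a few genes taking the counts. At equal sub-cluster shares it was -1.81, so shares are not the whole cause. Col1a1 in Kupffer-like cells of p16-LRTD came to 10.7% of the difference between the HSC-like values, too little for free RNA. The stress genes were higher in p16-Alb-LRTD. Among cells with no UMI of Fos, Jun, Junb or Egr1 the ratio was -2.17, but only 62 and 18 cells qualified, which decides nothing. With cells split into 4 groups by their UMIs of these genes, the value nearest to 0 was -1.66, which argues against the stress response measured by these genes as the whole cause. Differences between mice or between library preparations stay open beside the genotype, since each genotype is 1 library.

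The activation and quiescence lists were also lower outside the HSC-like cells of p16-Alb-LRTD. Their median log2 ratios were -1.23 and -0.79 in endothelial-like and -1.51 and -0.70 in Kupffer-like cells. The proliferation list was lower there too, at -1.39 over 2 genes in endothelial-like and -2.34 over 7 genes in Kupffer-like cells. For the activation and quiescence lists free HSC RNA is a candidate source, as Kupffer-like cells served above as the free-RNA background for Col1a1. The lower list values therefore do not show that endothelial-like or Kupffer-like cells changed their own expression. No explanation of these falls was tested.

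Zbtb16 and Fkbp5, which glucocorticoids induce, were among the largest rises. A list of 11 glucocorticoid-response genes without Zbtb16, Fkbp5 and Cebpd had median log2 ratios of 0.56 in HSC-like, 0.85 in endothelial-like and 0.48 in Kupffer-like cells, with a lowest percentile of 99.98. The list still held Glul, a gene of the zone 3 list, and without it the medians were 0.62, 0.79 and 0.66. A candidate explanation is a signal that reached all 3 types, such as stress or handling of the mice. In endothelial-like cells 10 of 11 genes rose by more than free HSC RNA allows, which argues against free RNA as the cause there. In Kupffer-like cells 8 genes rose and 6 of 11 by more than the larger free share there (11.4% against 5.09%) allows, which argues against free RNA as the whole cause. Several genes of the list also respond to other stress.

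Interferon-response genes without Rsad2, Ifi44, Irf7 and Isg15, which had been seen before, had medians of 0.80, 0.65 and 1.27 in the same types, with a lowest percentile of 100. The genes that rose by more than free HSC RNA allows were 11 of 12 in endothelial-like and 12 of 12 in Kupffer-like cells, which argues against free RNA. A candidate explanation is an interferon signal that reached all 3 types and differed between the libraries through genotype, housing or preparation, which the design does not separate. The paper describes the controls as littermates that were treated identically. It does not state which mice were housed or processed together.

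Ifi208, outside the genes named by size, had 1 UMI in HSC-like cells of p16-LRTD and 2656 in p16-Alb-LRTD. Over all barcodes there were 11 and 3396, with 6 and 111 in endothelial-like and 1 and 98 in Kupffer-like cells. A candidate explanation is a variant at this locus between the mice, which predicts a near absence in every cell type. The UMIs over all barcodes are the near absence itself, so they are no separate check. By type, p16-LRTD had 0.007 CPM in HSC-like, 0.12 in Kupffer-like and 0.91 in endothelial-like cells, against 21.3, 18.7 and 26.7 in p16-Alb-LRTD. The prediction was less closely met in endothelial-like cells, on 6 UMIs, and the explanation stays open. The paper describes littermate controls, a C57BL/6 background and in-house mating, but not the alleles at this locus. A weaker interferon signal in p16-LRTD is not enough for the near absence in HSC-like cells. The largest ratio of the 16 interferon-response genes there was 3.29, while the Ifi208 ratio had a lower limit of 544.2. Whether the mice of the libraries differ at other loci was not tested, and such a difference stays open for every comparison made here.

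Clock genes pointed to no single reading. Evening genes were higher in p16-Alb-LRTD in HSC-like (median 0.51), endothelial-like (0.27) and Kupffer-like cells (0.60), and morning genes moved the opposite way in 2 of the 3 types. In endothelial-like cells 4 of 7 evening genes rose, while Dbp (-1.61, -2.03 to -1.22) and Nr1d1 (-1.18, -1.40 to -0.96) fell. These 2 genes are among the top genes of cluster 11, which holds 67 endothelial-like cells of p16-LRTD and 7 of p16-Alb-LRTD. In cluster 5, which holds the other endothelial-like cells, all 7 evening genes rose (median 1.90), and the median of the 2 morning genes that passed the minimum was 0.22, also higher. Another time of day at collection cannot be told apart from other causes with 3 morning genes.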
